A study of Homo sapiens with 3 samples. Its data were reported in "Suppression of UCP2 alleviates leukemogenesis by enhancing branched-chain amino acids-induced oxidative stress via activating the PI3K/AKT/mTOR signaling pathway" (2025).

How the data were processed

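RNA from 3 libraries of cells labelled KG1 was analysed: 1 control library and 2 libraries labelled UCP2 knockdown, 1 for each of 2 lentiviral shRNAs, from cells selected as positive after transduction. The labels' extraction protocol describes DNA although the molecule is given as total RNA; the values were treated as RNA sequencing. The authors deposited 1 table of 61806 genes with the raw read count of each gene in each library, not normalized. The authors also deposited FPKM, which equals the count divided by exonic gene size in kilobases and by the library's total over the table's genes, on the usual FPKM scale, rounded. CPM denotes counts scaled in the usual way to library size. The submitters' processing notes name cutadapt 1.9.1, HISAT2 2.2.1, SAMtools 0.1.19, HTSeq 0.6.1, Cufflinks 2.2.1, DESeq2 and the build GRCh38. The annotation release and the strand setting of the counting are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart, and near-identical gene copies can share reads. Of the genes, 20417 had no symbol.

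Groups were taken from the sample labels. Before the data were examined, the tests, the alternatives, 40 gene lists and the rule for named genes were fixed. The plan was limma on log2(FPKM + 1) unless raw counts were present, in which case edgeR was to be the main test; counts were present, and edgeR was used. Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood fit and F test, two-sided) and Benjamini-Hochberg adjustment at 0.05. SE was derived from the fold change and the F statistic, and 95% intervals from the normal quantile. CPM values of tested genes use the counts of the tested genes as library size, scaled by TMM; marker levels set against 1 and 10 CPM use the totals over all genes, scaled by the same TMM factors. Fold changes per library come from log CPM with a prior count of 2. Counts of genes by size, the correlation between hairpins and the comparison of the hairpins used log2(FPKM + 1) over genes with a mean FPKM of at least 1, which understates the change of low genes, and have no test. Gene lists with at least 5 tested members were tested with camera of limma 3.58.1 (preset correlation between genes of 0.01, and again with an estimated correlation). The preset version takes genes as its units and assumes their correlation. Its p therefore does not measure variation between control cultures, and a small value is no evidence from replicates. The estimated version rests on 1 residual degree of freedom and could hardly pass any list, so its adjusted p decides little either way. For genes with 3 or fewer control counts the report gives counts and no fold; fitted values of such genes, where printed on leaving out a library or within list medians, depend on the prior count and are no fold estimates.

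Named genes were UCP2; per direction, the 12 called genes with a symbol, a mean FPKM of at least 1 and 1 direction in both hairpins that had the largest mean of the log2 fold changes of the 2 libraries (from log CPM, while the text prints edgeR values); up to 4 members per list, called members first; members of the BCAA catabolism and transporter lists; and 5 per direction between the hairpins. Others are said to be chosen after their values were seen. The steps were tested on simulated counts of a control against 2 libraries (10 runs, 200 changed genes, 14651 genes tested on average). The edgeR test recovered 33.3% of genes changed 1.5-fold, 54.2% of those changed 2-fold and 72.4% of those changed 4-fold, with 5.59% false among its calls; for limma 17.5% of calls were false. A planted list was called in 10 of 10 runs and a random list in 0. The simulated counts used the trended dispersion that edgeR had fitted, independent genes and a control that varied like the other libraries. That is the model edgeR assumes, so these shares do not give the false share among the calls on the real data.

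Alternatives were other filters, scalings, pseudocounts of 0.1 and 5, variance models, DESeq2 1.42.0 and leaving out each shRNA library. GC content and gene type came from GENCODE 29. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.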

Results

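RNA sequencing was carried out on 3 libraries from cells labelled KG1, an established cell line from acute myeloid leukemia. The control library came from cells with a control vector. The other two came from cells transduced with a lentiviral short hairpin RNA (shRNA) against UCP2, 1 library for each of 2 hairpins, titled shUCP2#2 and shUCP2#3. The series' own design text numbers the hairpins 1 and 2 instead; the sample titles were followed, whose numbering is also that of the study's text on these libraries. UCP2 encodes uncoupling protein 2, a carrier of the inner mitochondrial membrane. The libraries held about 18375100 gene counts in the control, 16475200 in the library labelled shUCP2#2 and 17562200 in the library labelled shUCP2#3. A gene with no counts could therefore have had up to 0.163, 0.182 and 0.171 CPM (counts scaled to library size) in these libraries (3 counts of the total), a limit that, like the intervals of shares given here, covers counting error alone. Every pair of libraries differed by more than sampling noise (chi-square per degree of freedom of 22.7 and 23.7 against the control and 9.28 between the hairpins). Nothing in the labels says that the libraries came from separate cultures. The p-values of single genes therefore rest only on the spread between the 2 libraries labelled shUCP2. That spread holds any difference between the hairpins and may also be technical.

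To check the labels, the targeted gene was examined first. UCP2 (ENSG00000175567, chromosome 11, 73974672 to 73982843, minus strand, GRCh38) had 651 counts in the control library, 608 in the library labelled shUCP2#2 and 649 in the library labelled shUCP2#3. Its level was 35.5 CPM in the control and 37.0 ± 0.217 CPM (SD, n = 2) in the libraries labelled shUCP2. The log2 fold change was 0.06 with a standard error (SE) of 0.15 and an adjusted p of 0.888 in edgeR's quasi-likelihood test. The 95% interval of the fold ran from 0.846 to 1.28, so a larger drop of the UCP2 transcript lay outside the interval and depth was not the limit. The lowest library had 0.956 times the UCP2 level of the highest. The paralogs UCP1 and UCP3 together had 1 count in the 3 libraries. Because the target transcript was not lower, libraries are called by their labels throughout, and every direction given is that of the libraries labelled shUCP2 against the control library, not that of a measured loss of UCP2. The study describes a loss of UCP2 transcript and protein with both hairpins by other assays, which were not used here.

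The cell type of the libraries was examined with lists of marker genes. Of the 23 erythroid and megakaryocyte markers, 13 were above 10 CPM in all 3 libraries, against 5 of 22 markers of hematopoietic stem and progenitor cells, 1 of 22 markers of monocytes and macrophages, 2 of 20 granulocyte markers, 2 of 20 T and NK cell markers, 1 of 16 B cell markers, 4 of 16 epithelial and fibroblast markers and 0 of 19 markers of MHC class II and dendritic cells. Progenitor genes above that level included GATA2 (2439, 2444 and 2669 counts in the control, shUCP2#2 and shUCP2#3 libraries) and MECOM (482, 588 and 780 counts). The single genes of this paragraph were chosen after their values were seen. In the control, shUCP2#2 and shUCP2#3 libraries, the fetal globin gene HBG2 had 24738, 15211 and 16496 counts, and GATA1, the main transcription factor of red cell precursors, had 3777, 2874 and 2843 counts. CD34, a surface antigen of progenitor cells, had 0, 10 and 0 counts. HLA-DRA, HLA-DRB1, CD38 and the myeloperoxidase gene MPO had 0 counts in every library. The HLA class I gene HLA-B had 2, 20 and 0 counts. Of the neighbors on the short arm of chromosome 9, CDKN2A had 0 counts in every library and MTAP had 0, 4 and 0 counts.

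**Figure D1:**
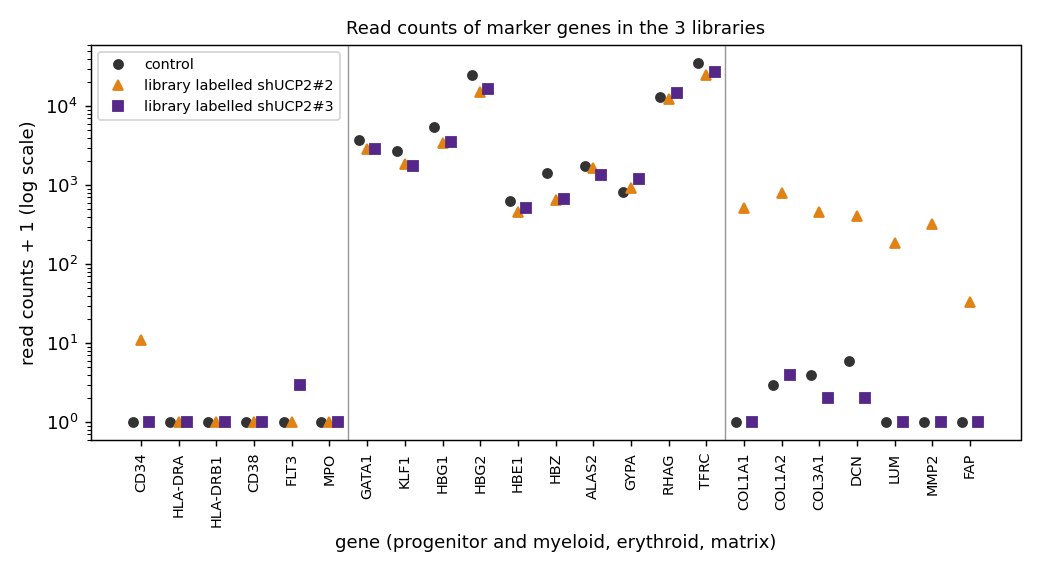
Read counts plus 1 (log scale) of progenitor and myeloid, erythroid and matrix genes in the control library (circles), the library labelled shUCP2#2 (triangles) and the library labelled shUCP2#3 (squares). Erythroid genes such as GATA1 (3777, 2874 and 2843 counts) were high in all 3 libraries, CD34 was at 0, 10 and 0 counts, and COL1A1 was at 0, 507 and 0 counts.

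The comparison of the control with both hairpins asked which transcripts differ in cells given a UCP2 shRNA. TXNIP, which encodes an inhibitor of thioredoxin and of glucose uptake, rose from 96.7 CPM in the control to 446 ± 14.05 CPM (SD, n = 2) in the libraries labelled shUCP2, a log2 fold change of 2.21 (SE 0.10, edgeR adjusted p = 3.59e-110). Its relative ARRDC4 rose by 2.29 (SE 0.23) and SLC7A11, the cystine and glutamate exchanger, by 1.77 (SE 0.13). TMEM154 rose by 2.46 (SE 0.22), the cytokine receptor gene IL20RB by 2.39 (SE 0.23) and LINC01512 by 2.57 (SE 0.49). TNFRSF19 (2.08, SE 0.40) and CREB3L3 (2.00, SE 0.58) were also among the 12 largest rises by the mean of the log2 fold changes of the 2 hairpins, as was the metallothionein gene MT1H with 0, 15 and 28 counts in the control, shUCP2#2 and shUCP2#3 libraries. RN7SL1 (56, 543 and 136 counts), GPX3 (11, 121 and 28 counts) and the collagen gene COL1A2 (2, 806 and 3 counts) completed them, with most of their counts in the library labelled shUCP2#2.

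Of the genes lower in the libraries labelled shUCP2, the immediate-early transcription factor EGR1 fell from 33.0 CPM to 5.22 ± 0.394 CPM (SD, n = 2), a log2 fold change of -2.66 (SE 0.23, edgeR adjusted p = 8.86e-29). The splicing factor SRSF7 fell from 162 CPM to 64.9 ± 2.73 CPM (SD, n = 2; log2 fold change -1.32, SE 0.11). ZNF512 (-1.23, SE 0.15), the tRNA thiolation gene CTU2 (-1.22, SE 0.20), the RNA helicase gene DDX51 (-1.36, SE 0.28) and the splicing factor gene YJU2 (-1.13, SE 0.27) fell as well. So did PCYT2 of phosphatidylethanolamine synthesis (-1.30, SE 0.21), MCAT of mitochondrial fatty acid synthesis (-1.35, SE 0.36) and the dicarboxylate carrier gene SLC25A10 (-1.17, SE 0.31). The fall of SLC25A10 differed between the hairpins, with log2 fold changes of -0.64 in shUCP2#2 and -1.94 in shUCP2#3. CNPY4 (-1.76, SE 0.52), F2RL3 (-1.32, SE 0.31) and SLCO4A1 (-1.36, SE 0.32) completed the 12 largest falls by the mean of the log2 fold changes of the 2 hairpins, an order that can differ from that of the edgeR values printed here.

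In total, 952 genes were called higher and 931 lower among 15232 tested (edgeR, Benjamini-Hochberg adjusted p under 0.05). Of these 1883 genes, 1852 had 1 direction in both hairpins. Calls pool both hairpins against 1 shared control, which favors genes with 1 direction. Among all 10937 genes with a mean FPKM of at least 1, called or not, 79.5% had 1 direction on the log2(FPKM + 1) scale. At least 2-fold changes made up 179 of the higher and 48 of the lower genes. At an unadjusted p under 0.05 there were 3458 genes. By chance 762 would be expected only if the model held, with a control that varies like the other libraries. With 1 control library that could not be checked, so the excess is no measure of real change. The spread was taken from 2 libraries with 1 residual degree of freedom, and the lone control was assumed to vary like them. The prior degrees of freedom of the fit were infinite, so p and SE used the spread of genes of like abundance. A gene's own spread was not used. MT-RNR1, with log2 fold changes of 1.52 in shUCP2#2 and -0.16 in shUCP2#3, thus had an SE of 0.08. The number called differed widely between tools, which also differed in the genes they adjusted over. DESeq2 called 616 genes and gave no adjusted p for 16965 of its 25001 genes. By contrast, limma on log2(FPKM + 1) called 2, and edgeR without its abundance trend called 0, with 1770 at an unadjusted p under 0.05. With the library labelled shUCP2#2 or shUCP2#3 as the lone library, the control is 1 of the 2 libraries that set the spread. The common dispersion was then 0.0338 and 0.0567, against 0.0176 with the control alone. Fewer calls follow from that larger spread, so the swap is no check on the calls.

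**Figure D2:**
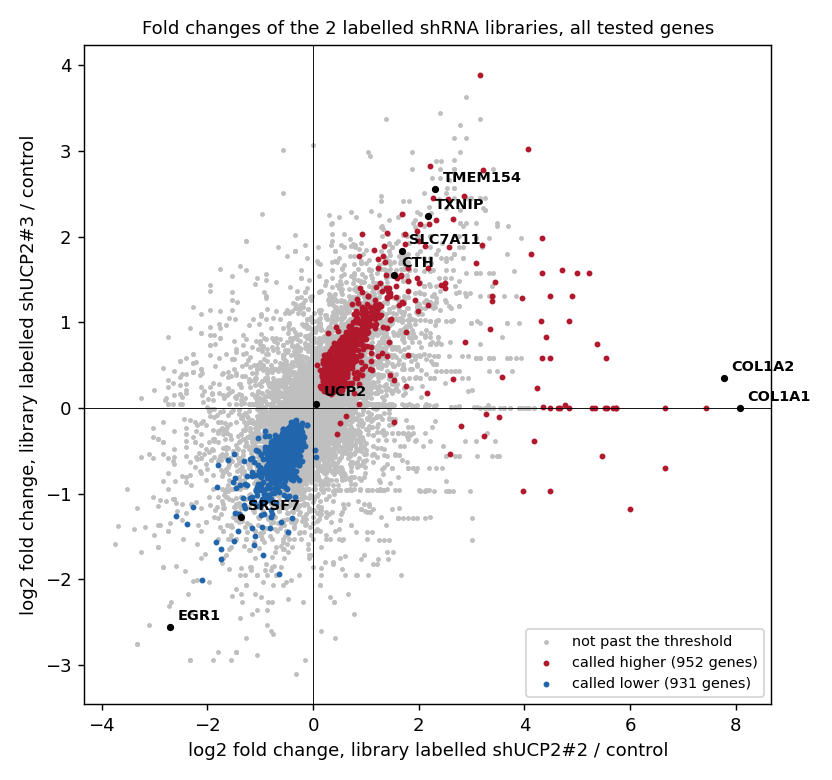
Log2 fold changes against the control library of every tested gene in the library labelled shUCP2#2 (horizontal axis) and the library labelled shUCP2#3 (vertical axis), with 952 genes called higher in red, 931 called lower in blue and the rest in gray. TXNIP (2.17 and 2.24) and EGR1 (-2.71 and -2.56) lie near the diagonal, UCP2 lies near the origin, and COL1A1 (0, 507 and 0 counts) lies far out on the horizontal axis alone.

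The integrated stress response, in which the transcription factor ATF4 induces genes of amino acid supply, had the smallest p of all lists. Of its 22 tested members 12 rose, 0 fell and 10 did not pass the test, with 14 higher when adjusted over the list alone. The list's median log2 fold change was 0.53 in the library labelled shUCP2#2 and 0.47 in the library labelled shUCP2#3 (camera adjusted p = 2.54e-20 with a preset correlation between genes, and adjusted p = 0.54 with an estimated correlation). The preset version, here and for the lists below, compares genes and does not measure variation between control cultures. After SLC7A11, the largest rises were those of ASNS, asparagine synthetase (1.33, SE 0.31), PSAT1 of serine synthesis (1.03, SE 0.09) and the transcription factor gene ATF5 (1.01, SE 0.16). ATF4 itself (0.12, SE 0.08), ATF3 (0.25, SE 0.15) and DDIT3 (-0.11, SE 0.13), chosen after their values were seen, did not pass the test. SLC7A11 also counts in the list of amino acid transporters and ASNS in that for biosynthesis of amino acids, so these lists overlap.

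The lists of amino acid transporters and of aminoacyl-tRNA synthetases were higher as well. Of 19 transporters 8 rose and 1 fell (8 and 2 when adjusted over the list alone; camera adjusted p = 2.08e-07, and adjusted p = 0.54 with an estimated correlation). SLC7A5, which carries leucine and other large neutral amino acids, rose from 61.0 CPM to 137 ± 0.565 CPM (SD, n = 2). The glycine transporter gene SLC6A9 rose by 1.19 (SE 0.33), the glutamine transporter genes SLC1A5 and SLC38A2 by 0.53 (SE 0.09) and 0.57 (SE 0.09), and SLC7A6 fell by 0.81 (SE 0.25). SLC3A2, the partner chain of SLC7A5, had a log2 fold change of 0.06 (SE 0.09) and did not pass the test. Of 20 tRNA synthetases, which charge tRNA with amino acids, 10 rose and 3 fell (11 and 4 when adjusted over the list alone; camera adjusted p = 3.51e-06, and adjusted p = 0.54 with an estimated correlation), with WARS1 at 0.98 (SE 0.08) and AARS1 at 0.87 (SE 0.08). The wider pathway of aminoacyl-tRNA biosynthesis in the deposited annotation, tested later, had 13 of 53 genes higher and 11 lower and did not pass (camera adjusted p = 0.880; medians of -0.05 and -0.09 in the shUCP2#2 and shUCP2#3 libraries).

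Genes of branched-chain amino acid (BCAA) catabolism did not move as a list. Of 28 members 1 rose, 1 fell and 26 did not pass the test (1 and 4 when adjusted over the list alone; camera adjusted p = 0.416). BCAT1, the cytosolic BCAA transaminase, rose from 680 CPM to 1026 ± 15.8 CPM (SD, n = 2; log2 fold change 0.59, SE 0.07), and HSD17B10, a dehydrogenase of isoleucine breakdown, fell by 0.38 (SE 0.13). BCKDK, the kinase that restrains the branched-chain dehydrogenase, had a log2 fold change of -0.53 (SE 0.20) and BCKDHA, a subunit of that enzyme, had -0.65 (SE 0.40), neither past the test.

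In the list for biosynthesis of amino acids, 9 of 36 members rose and 5 fell (10 and 9 when adjusted over the list alone). CTH of cysteine synthesis rose by 1.55 (SE 0.14) and ARG2, mitochondrial arginase, by 1.14 (SE 0.10), while PYCR3 of proline synthesis fell by 1.58 (SE 0.47). The list's median was -0.08 while its mean was 0.11 and its test pointed upward (camera adjusted p = 0.0192, and adjusted p = 0.595 with an estimated correlation), a call lost under 5 of 8 alternatives. The pathway of the same name in the deposited annotation had 12 of 74 genes higher and 15 lower (camera adjusted p = 0.669). Of 40 genes of the PI3K/AKT/mTOR list 7 rose and 1 fell (8 and 1 when adjusted over the list alone; camera adjusted p = 0.0446, and adjusted p = 0.54 with an estimated correlation), a call also lost under 5 of 8 alternatives. In the deposited annotation neither PI3K-Akt signaling, with 40 of 273 genes higher and 9 lower (camera adjusted p = 0.107), nor mTOR signaling, with 12 of 117 higher and 5 lower (camera adjusted p = 0.261), passed. The pathway of ECM-receptor interaction in that annotation had 18 of 65 genes higher and 0 lower. Its medians were 0.39 in shUCP2#2 and 0.16 in shUCP2#3 (camera adjusted p = 0.00098, and adjusted p = 0.892 with an estimated correlation). How many of the 40 PI3K-Akt genes are collagen or other matrix genes, several of them high in shUCP2#2 alone, was not counted. PHLPP2, a phosphatase that acts against AKT, rose by 1.07 (SE 0.30), RRAGA by 0.70 (SE 0.15), and AKT1 fell by 0.61 (SE 0.14). The amino acid and PI3K/AKT/mTOR lists were drawn up around processes the study followed in these cells, so they are not independent evidence of a direction.

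Cholesterol synthesis, ribosome biogenesis and nuclear genes of mitochondrial respiration were lower in both libraries labelled shUCP2. Of 24 cholesterol biosynthesis genes 12 fell and 0 rose (13 lower when adjusted over the list alone; camera adjusted p = 4.16e-12), among them DHCR7 (-1.06, SE 0.13). Of 25 MYC target and ribosome biogenesis genes 14 fell and 0 rose (15 lower when adjusted over the list alone; camera adjusted p = 1.43e-12), among them RRP12 (-0.99, SE 0.19) and POLR1A (-0.74, SE 0.13). Of 37 genes of respiratory complex I 7 fell and 0 rose (8 lower when adjusted over the list alone; camera adjusted p = 0.000361), with NDUFAB1 at -0.59 (SE 0.13). Of 39 genes of complexes II to V 11 fell and 1 rose (15 and 1 when adjusted over the list alone; camera adjusted p = 2.08e-07), with SDHB of succinate dehydrogenase at -0.63 (SE 0.11). With an estimated correlation, each of these lists had an adjusted p = 0.54.

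Of 28 genes of the tricarboxylic acid cycle list 9 fell and 2 rose (10 and 2 when adjusted over the list alone; camera adjusted p = 0.00359, and adjusted p = 0.54 with an estimated correlation). IDH3G fell by 0.65 (SE 0.15), IDH1, the cytosolic isocitrate dehydrogenase, rose by 1.00 (SE 0.09), and PDK4 had 0, 36 and 1 counts. Of 32 mitochondrial carriers of the SLC25 family 3 fell and 0 rose (3 lower when adjusted over the list alone; camera adjusted p = 0.0128, and adjusted p = 0.54 with an estimated correlation), with SLC25A1, the citrate carrier, at -0.44 (SE 0.09); the call was lost at a mean FPKM of at least 5. Of 14 mitochondrial biogenesis genes 2 fell and 1 rose (5 and 1 when adjusted over the list alone; camera adjusted p = 0.0384, and adjusted p = 0.558 with an estimated correlation), a call lost under 6 of 8 alternatives. POLRMT, the mitochondrial RNA polymerase, fell by 0.70 (SE 0.15).

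Transcripts of the mitochondrial genome differed between the hairpins. Their median log2 fold change was 0.45 in the library labelled shUCP2#2 and -0.27 in the library labelled shUCP2#3, with 6 of 15 called higher and 2 lower (6 and 2 when adjusted over the list alone; camera adjusted p = 0.0384, and adjusted p = 0.774 with an estimated correlation), a call lost under 6 of 8 alternatives. The log2 fold changes of MT-RNR1, a mitochondrial ribosomal RNA, were 1.52 and -0.16, and those of MT-CYB were 0.63 and -0.09. Mitochondrial ribosomal RNA took 0.722% of counts in the control (exact 95% interval 0.718 to 0.726%), 1.07% in shUCP2#2 (1.06 to 1.07%) and 0.592% in shUCP2#3 (0.588 to 0.595%).

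Mitosis and histone genes were higher in the libraries labelled shUCP2. Of 29 G2/M and mitosis genes 12 rose and 1 fell (14 and 1 when adjusted over the list alone; camera adjusted p = 0.000361, and adjusted p = 0.54 with an estimated correlation), with the kinetochore motor gene CENPE at 0.69 (SE 0.11) and the kinase gene AURKB at -0.47 (SE 0.13). Of 21 replication-dependent histone genes, whose transcripts mostly lack a poly(A) tail, 8 rose and 0 fell (9 higher when adjusted over the list alone; camera adjusted p = 0.000112, and adjusted p = 0.54 with an estimated correlation), with H2AC11 at 1.04 (SE 0.20). Of 17 FOXO target genes TXNIP, SESN3 (0.64, SE 0.19) and KLF6 (0.57, SE 0.10) rose and 0 fell (6 higher when adjusted over the list alone; camera adjusted p = 8.78e-07, and adjusted p = 0.54 with an estimated correlation). Genes of G1/S and DNA replication did not pass as a list, with 4 of 36 higher and 9 lower (4 and 13 when adjusted over the list alone; camera adjusted p = 0.0594), although CCND2, cyclin D2, rose from 18.5 CPM to 51.6 ± 4.18 CPM (SD, n = 2).

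Immediate-early and heat shock genes, which also respond to how cells are handled, were lower. Of 21 members 8 fell and 1 rose (9 and 1 when adjusted over the list alone; camera adjusted p = 1.96e-06, and adjusted p = 0.54 with an estimated correlation). The chaperone gene HSP90AA1 fell from 2370 CPM to 1390 ± 15.6 CPM (SD, n = 2), HSPH1 by 0.81 (SE 0.10) and JUNB by 0.77 (SE 0.16). Of 18 tested erythroid and megakaryocyte markers 8 fell and 1 rose (8 and 1 when adjusted over the list alone; camera adjusted p = 0.000140, and adjusted p = 0.54 with an estimated correlation). The globin genes HBZ (-0.97, SE 0.13), HBA1 (-1.12, SE 0.40), HBA2 (-0.86, SE 0.17) and HBG1 (-0.55, SE 0.09) fell; HBA1 and HBA2, and HBG1 and HBG2, are near-identical copies whose reads are split with uncertainty.

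**Figure D3:**
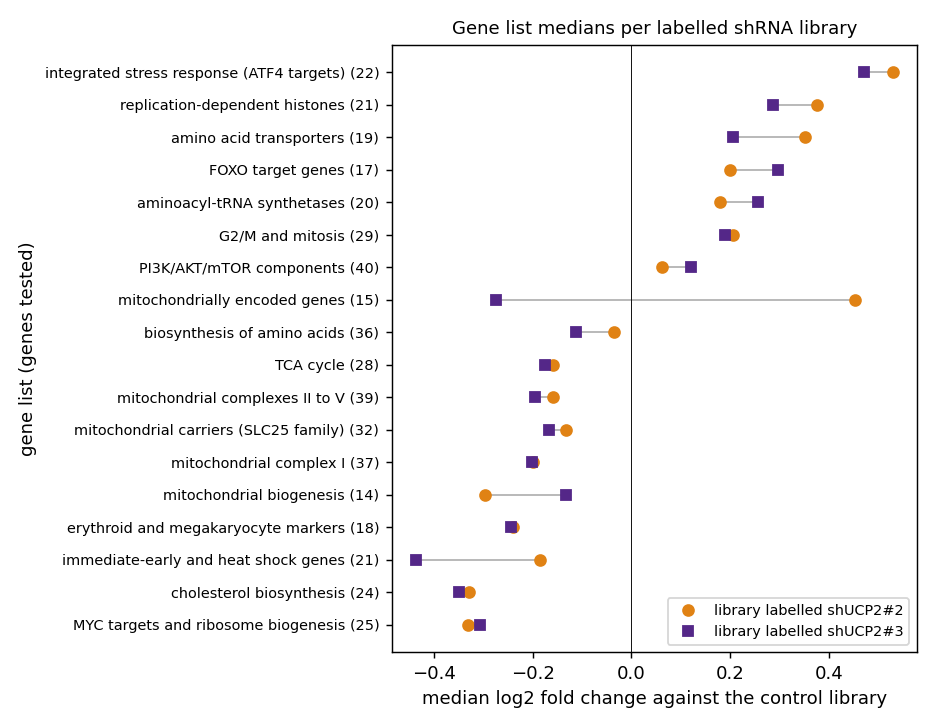
Median log2 fold change against the control library of each gene list past the threshold with the preset correlation (genes tested in brackets) in the library labelled shUCP2#2 (circles) and the library labelled shUCP2#3 (squares); the epithelial and fibroblast list, with medians of 3.33 and 0, is left out. The integrated stress response lies at 0.53 and 0.47, and mitochondrially encoded genes lie at 0.45 and -0.27.

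Of the other metabolic and stress lists none passed the threshold. Of 20 genes of the unfolded protein response 8 fell and 3 rose (9 and 4 when adjusted over the list alone; camera adjusted p = 0.0528), with MANF at -0.73 (SE 0.15) and SEL1L at 0.76 (SE 0.13). Of 23 glycolysis genes 9 fell and 3 rose (10 and 3 when adjusted over the list alone; camera adjusted p = 0.0501), with PKM at -0.34 (SE 0.07). Of 27 apoptosis regulators 4 rose and 0 fell (6 and 1 when adjusted over the list alone; camera adjusted p = 0.0594), among them BMF (1.39, SE 0.42) and PMAIP1 (0.59, SE 0.13). Of 34 NRF2 targets and antioxidant genes 5 rose and 8 fell (5 and 10 when adjusted over the list alone; camera adjusted p = 0.451). Fatty acid oxidation had 2 of 20 higher (2 and 1 when adjusted over the list alone; camera adjusted p = 0.175), with ACSL1 at 0.94 (SE 0.19). Mitochondrial dynamics had 4 of 27 higher and 1 lower (5 and 1 when adjusted over the list alone; camera adjusted p = 0.312), and hypoxia targets 2 of 20 higher and 3 lower (3 and 3 when adjusted over the list alone; camera adjusted p = 0.451).

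For p53 targets, 2 of 20 genes rose and 3 fell (4 and 5 when adjusted over the list alone; camera adjusted p = 0.975), and for ribosomal proteins only RPS2 of 56 fell (1 when adjusted over the list alone; camera adjusted p = 0.582). Of 17 interferon-stimulated genes BST2 fell (1 when adjusted over the list alone; camera adjusted p = 0.145), and of 17 NF-kB and cytokine genes TNFAIP3 rose from 6.11 CPM to 16.2 ± 0.715 CPM (SD, n = 2; 1 when adjusted over the list alone; camera adjusted p = 0.209). Autophagy and lysosome genes had 3 of 26 higher and 1 lower (3 and 3 when adjusted over the list alone; camera adjusted p = 0.967), and RNA degradation 5 of 44 higher and 6 lower (9 and 9 when adjusted over the list alone; camera adjusted p = 0.967); the mean of the first and the median and mean of the second lay below 0 while the tests pointed upward. Among cell type lists, progenitor markers (MECOM higher of 8; camera adjusted p = 0.109), monocyte markers (VCAN higher of 6, with 3, 118 and 13 counts; camera adjusted p = 0.140), granulocyte markers (MS4A3 higher and PRG2 lower of 8; camera adjusted p = 0.904) and T and NK cell markers (PRF1 lower of 6; camera adjusted p = 0.312; mean above 0, median below) did not pass. Adjusted over the list alone, these 4 lists had 1 higher, 1 higher, 1 higher and 1 lower, and 2 lower. Markers of MHC class II and dendritic cells and of B cells had under 5 tested members and were not tested. In all, 10 of 38 lists passed upward and 9 downward with the preset correlation, and 0 with an estimated one. The preset version assumes the correlation and does not measure variation between control cultures. The estimated version rests on 1 residual degree of freedom, so hardly any list could pass it.

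Several collagen and proteoglycan genes were high in the library labelled shUCP2#2 and at or near 0 in the other two. In the control, shUCP2#2 and shUCP2#3 libraries COL1A1 had 0, 507 and 0 counts, COL3A1 had 3, 457 and 1, and LUM had 0, 187 and 0. DCN (5, 403 and 1 counts) and MMP2 (0, 323 and 0 counts) were chosen after their values were seen, as were 2 genes outside this pattern: FN1, fibronectin, had 4903, 4583 and 3642 counts, and PDGFRB had 4, 48 and 20. Of 13 tested members of the epithelial and fibroblast list 6 were called higher and 0 lower (7 and 1 when adjusted over the list alone; camera adjusted p = 2.08e-07, and adjusted p = 0.558 with an estimated correlation), but the list's median log2 fold change was 3.33 in shUCP2#2 and 0 in shUCP2#3, and the call was lost under 5 of 7 alternatives. In all, 60 genes had at least 20 counts in the library labelled shUCP2#2 and at most 2 in each other library, against 1 for shUCP2#3 and 0 for the control. These 60 genes took 0.0201% of that library's counts (exact 95% interval 0.0194 to 0.0208%). The limit of 2 counts elsewhere leaves out COL1A2 (2, 806 and 3 counts), COL3A1 and DCN, so this share understates the counts of such genes. With calls kept only where the library labelled shUCP2#3 alone was at least 1.4-fold in the called direction, a restriction chosen after seeing the data, 1011 of the 1883 genes were left.

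Between the hairpins, 155 of 10937 genes with a mean FPKM of at least 1 were 2-fold or more apart, 56 higher and 99 lower in the library labelled shUCP2#3, with no replicate check. SNORD3A, a small nucleolar RNA, had 306 counts in shUCP2#2 and 25 in shUCP2#3, against 28 in the control. The other genes with the largest differences were short microRNA entries with few counts, such as MIR320A (20 and 0 counts) and MIR4786 (0 and 6 counts).

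By size alone, 64 of the 10937 genes were 2-fold or more from the control in both libraries labelled shUCP2 on the log2(FPKM + 1) scale, 45 higher and 19 lower. Without the filter on FPKM there were 114, and the balance turned to 47 higher and 67 lower. With no effect and the same single control, 100 simulations gave a mean of 27.3 higher (highest 38) and 24.4 lower (highest 37), and independent lists would share 1.09 and 0.331 genes. The same count was 95 with shUCP2#2 as the lone library and 32 with shUCP2#3. Across genes, which are not independent replicates, the fold changes of the 2 hairpins had a Pearson correlation of 0.659 and a Spearman correlation of 0.741, against simulated means of 0.497 and 0.458. Their covariance was 0.0869, against 0.0412 simulated. For lower genes there was no excess, with 19 against a simulated mean of 24.4. The simulated control varied like the other libraries, so a larger deviation of the real control was not simulated. Both hairpins share 1 control library that cannot be split, so some or all of the excess may come from that library.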

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

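The edgeR fits with robust estimation, without the abundance trend and over protein-coding genes, the restrictions to calls with 1 direction or to the library labelled shUCP2#3, and camera on the limma fit were chosen after seeing the data; the other alternatives were planned. The number of genes called, 1883, differed widely between alternatives; those with limma change the test, the unit and the genes tested together. The count was 1095 with libraries rescaled to TPM (638 higher and 457 lower, against 952 and 931). It was 616 with DESeq2 (615 of them among the 1883), which left 16965 of 25001 genes without an adjusted p. With limma it was 251 with robust estimation, 2 on log2(FPKM + 1), 1 with a pseudocount of 0.1 and 24 with a pseudocount of 5. It was 0 with quantile normalization in limma (2200 at an unadjusted p under 0.05), 0 with limma without the intensity trend (1917) and 0 with edgeR without the abundance trend (1770), and 1011 where the library labelled shUCP2#3 alone was at least 1.4-fold. The other counts lay between 1411 and 1908. Of those of the 1883 genes that an alternative tested (1323 to 1883), 1 had the opposite sign under quantile normalization and 0 under the other refitted alternatives. The cause of these losses was not tested. UCP2 had log2 fold changes of 0.04 to 0.08 and adjusted p of 0.619 to 0.941 over 15 alternatives. No paired analysis was possible because the groups compared share no replicate numbers.

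The counts by size moved with pseudocount and filter. Genes 2-fold or more in both hairpins numbered 171 with a pseudocount of 0.1, 14 with 5, 114 without a filter (47 higher and 67 lower, against 45 and 19) and 27 at a mean FPKM of at least 5. The correlation between hairpins was 0.557, 0.753, 0.579 and 0.823 under the same settings, and genes 2-fold apart between the hairpins numbered 308, 22, 359 and 13. With 1 shRNA library left out, which gives values and no test, 125 to 230 genes were 2-fold or more from the control. The direction rested on the library labelled shUCP2#2 for several called genes: without either library in turn the log2 fold change ran from -0.16 to 1.52 for MT-RNR1, from -0.092 to 0.63 for MT-CYB, from 0 to 8.08 for COL1A1, from 0 to 6.65 for LUM and from -0.70 to 6.65 for COL3A1. These fitted values of genes at 0 to 3 control counts depend on the prior count and are no fold estimates. List medians ran from -0.27 to 0.45 for mitochondrially encoded genes and from 0 to 3.33 for epithelial and fibroblast markers. Of the 19 lists called, 0 passed with an estimated correlation. That version, on 1 residual degree of freedom, could hardly pass any list and so decides little. The list for biosynthesis of amino acids turned downward without a filter (adjusted p = 0.974; range over the alternatives 0.01003 to 0.974).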

Other observations

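The pathway test, the choice of genes and the test of cell identity were chosen after the result was seen. So were the checks of an effect shared by both hairpins, of scaling and of the control's culture state. The comparison of the second fibroblast list with all genes and other libraries was also chosen then. Among 310 pathways of the deposited table's own annotation, spliceosome genes were lower in both libraries labelled shUCP2, with 48 of 176 lower and 3 higher (camera adjusted p = 5.88e-10, and adjusted p = 0.892 with an estimated correlation). The splicing factor genes SRSF3 (-1.04, SE 0.08), SRSF2 (-1.02, SE 0.11) and SRSF1 (-0.97, SE 0.11) fell along with SRSF7. Of 46 proteasome genes 12 fell and 0 rose (camera adjusted p = 0.000106, and adjusted p = 0.892 with an estimated correlation). Valine, leucine and isoleucine degradation, with 2 of 51 genes higher and 4 lower, did not pass (camera adjusted p = 0.235).

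Erythroid genes were high in all 3 libraries and CD34, HLA-DRA and HLA-DRB1 were at or near 0, although 5 of 22 progenitor markers were above 10 CPM. KG1 cells, known for CD34 and HLA-DR, are argued against alone or as most of a mixture, since the highest level of CD34, HLA-DRA and HLA-DRB1 in any library was 0.610 CPM. Another line of erythroid type under the KG1 label stays open and was not tested independently: the share of the erythroid and megakaryocyte list above 10 CPM in all 3 libraries, 56.5%, is the observation that prompted it. No reference profile of another line, such as K562, was used here. No biological explanation was tested.

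Collagens and other matrix genes near 0 counts elsewhere were high in the library labelled shUCP2#2. For the 6 called markers other than PDGFRB, a shared effect of both hairpins is argued against by their counts. In the control and shUCP2#3 libraries, COL1A1 and LUM had 0 and 0 counts, COL1A2 had 2 and 3, COL3A1 had 3 and 1, and DCN had 5 and 1. PDGFRB, with 4, 48 and 20 counts, was higher in shUCP2#3 too. The median log2 fold change of the 6 in shUCP2#3 was 0, a value that depends on the prior count. Genes of a second fibroblast list were divided. THBS1 (3, 75 and 38 counts) and COL5A2 (34, 144 and 78) were also higher in shUCP2#3 than in the control. Others, such as POSTN (4, 42 and 0) and FBN1 (16, 95 and 10), were not, so a shared effect on some matrix genes stays open. RNA or cells of another type, such as fibroblasts, may be the source. In the second fibroblast list, with 0 genes of the first, 22 of the 23 members under 1 CPM elsewhere (95.7%) were higher in shUCP2#2. Of all genes over 3 counts filtered alike, 25.4% were. Of the 17 of 40 members at 1 CPM or more elsewhere, 7 were higher, and 10, such as FN1 and TAGLN, were not. With either other library in its place, 0 of 7 members were higher. This swap decides nothing, since it kept only members under 1 CPM in shUCP2#2, which had 0 counts in both other libraries. The sort of transduced cells that the study describes came before later culture, and whether it removed such cells was not tested; an effect of this hairpin alone stays open, with 1 library per hairpin.

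The integrated stress response list was higher in both libraries labelled shUCP2 (adjusted p = 0.54 with an estimated correlation). A trend with GC content or gene length is argued against as the whole cause. The list's median was 0.51 before and 0.62 after removal of that trend (95% interval 0.37 to 0.93). Intervals in this paragraph come from resampling the list's genes, not libraries. Scaling of the libraries moves all genes alike, so it cancels in the list's distance from the median of all genes. That distance was 0.43 or more (95% interval 0.24 to 0.79). It restates the rise relative to other genes for which the list was singled out, and it is no test of scaling. The culture state of the single control library cannot be told apart from an effect of the hairpins, because there is 1 control library. An effect of the hairpins, which the design names, stays open and untested, and UCP2 itself was not lower.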
